A study of Homo sapiens with 6 samples.

How the data were processed

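The data were nascent-transcription measurements in MRC5VA, an immortalised human lung fibroblast line. Cells were held in DRB (100 µM for 3.5 hours), an inhibitor that keeps RNA polymerase II from entering productive elongation. They were then irradiated with UVC (15 J/m2) or not, and DRB was washed out. After 10, 25 or 40 min nuclei were taken for GRO-seq, in which engaged polymerases extend their transcripts for 5 min with a brominated nucleotide and the labelled RNA is purified and sequenced. Polymerases released together by the washout then appear as a wave of signal moving into genes. Each of the 6 combinations of treatment and time was represented by 1 library, assigned from the source name in the labels.

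The libraries were strand-specific and read as single ends of 51 bp, per the labels' protocols. The deposited files give, for each library, the signal averaged over genes at each of 122001 positions from -2000 to 120000 bp, per the file headers. The aligner, the genome build, the gene set, any extension of reads, the handling of strands and the scaling are not stated in the labels or headers. Position 0 was taken here to be the annotated start of genes, which the headers do not say either. Within each library 100.0% of the deposited signal values were whole multiples of a single step, and the step differed between libraries (3.74e-05 to 6.05e-05). Such values would arise from whole-number coverage summed over genes and multiplied by 1 factor per library, though the files do not say so. The mean value was between 24194 and 58160 steps per position. If 1 step is 1 read over 1 base, these are the reads overlapping a position over all averaged genes. The number of sequenced reads is unknown. The mean signal over a whole profile ranged from 1.40 to 2.17, so the profiles had not been scaled to equal totals.

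How such profiles were made can affect the measurements in several ways. An average over genes gives no spread between genes, and a few highly transcribed genes can carry much of it. The single factor per library fixes the comparison of heights between libraries but has no effect on distances within a profile. If genes shorter than the span were averaged, distant positions include signal from outside the genes. The 5 min run-on itself extends transcripts, so the distances apply to the end of the run-on.

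From the files the following were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Each profile was smoothed with a running mean of 2 kb. The distal background was the mean over the last 10% of the downstream span (108001 to 120000 bp). The wave maximum was sought from 2 kb downstream of position 0, and the wave front was the first position past it where the smoothed signal fell to 50% of the height between background and maximum. The rate was the least-squares slope of the front over the 3 times. Signal was averaged over 6 windows from 0 to 100 kb, without background subtraction, and the ratio of irradiated to untreated signal at the same time was taken on the log2 scale with no pseudocount. The first window, 0 to 2 kb, is called promoter-proximal. The change of the log2 ratio with distance was its least-squares slope over 1 kb bins from 2 kb to the untreated front of the same time. The signal-weighted mean distance used positions from 2 kb with the distal background subtracted and negative values set to 0.

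No test between groups was made, since each group was 1 library. As the error of each value, the residuals around the smoothed profile were resampled in blocks of 1 kb, 1000 times, with the same blocks in every library, and the central 95% of the deviations was taken as an interval. These intervals cover roughness along an averaged profile. They do not cover variation between cultures, library preparations or genes, and no binomial interval or detection floor could be computed without read counts. The functions for the front, rate and slope were tested on simulated profiles with known answers. The largest error was 0.044 kb for 60 fronts, 0.001 kb per min for 20 rates and 0.015 per 10 kb for 20 slopes. These errors apply to the simulated profiles only. They do not give the accuracy of the measured fronts, rates and slopes, because the measured profiles can differ from the simulated ones in shape and range.

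Alternatives fixed before the data were examined changed the smoothing, the height that defines the front, the background, the start of the search, the scaling, the window summary and the distance range. A background at the trough of the profile, a front at 10% of the height above that trough, and a mean distance limited to positions up to the trough were added after the data were seen. No gene is named, because by the rule fixed in advance genes would be named only from values per gene. For 1 question in the closing section, starts of protein-coding genes were taken from GENCODE release 44 mapped to GRCh37, and distances from them were used without assuming that this was the authors' build.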

Results

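Nascent transcription was profiled by GRO-seq in 6 libraries of MRC5VA fibroblasts released from DRB, 1 library for each of 3 times (10, 25 and 40 min) in untreated cells and in cells given UVC (15 J/m2) just before release. Each library was given as 1 profile averaged over genes, from 2 kb upstream of position 0 to 120 kb downstream. The mean value per position was 24194, 32898 and 58160 steps (the smallest unit of a library) in the untreated libraries at 10, 25 and 40 min. It was 28435, 28343 and 29687 steps in the irradiated libraries. What 1 step counts is not stated in the files. There were no replicates, so no difference below could be set against the spread between cultures, and no p-value is given. The intervals in square brackets are 95% block-bootstrap intervals, which cover roughness along the profile only.

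The first comparison asked how far polymerases had moved into genes at each time after release. In untreated cells the wave front, at 50% of the wave height above the distal background, lay at 5.15 kb [5.12, 5.17] (n = 1) at 10 min. It lay at 23.0 kb [22.9, 23.2] at 25 min and at 46.4 kb [46.2, 46.6] at 40 min. In irradiated cells the front lay at 3.83 kb [3.80, 3.85] at 10 min, 6.23 kb [6.18, 6.29] at 25 min and 6.79 kb [6.72, 6.85] at 40 min. The irradiated front was therefore 1.32 kb short of the untreated one at 10 min, 16.8 kb short at 25 min and 39.6 kb short at 40 min. At these times it had covered 74.4%, 27.1% and 14.6% of the untreated distance. Each of the 3 differences exceeded the bootstrap intervals of both fronts. The smoothed maximum lay at 2 kb, the start of the search, in every library but the untreated 25 min one, where it lay at 2.06 kb. The fronts are thus measured relative to the signal at about 2 kb. At 25 and 40 min the smoothed maximum was higher in irradiated (5.19 and 5.22) than in untreated cells (4.33 and 3.69). The irradiated front was then read at a higher signal level, which shortens its distance relative to the untreated one. The alternative that moved a front most was the steepest fall of the smoothed profile, which put the 40 min fronts at 3.70 kb in untreated and 2.24 kb in irradiated cells, next to the wave maximum. At 10% of the height above the trough the 40 min fronts lay at 68.8 kb in untreated and 18.03 kb in irradiated cells.

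**Figure D1:**
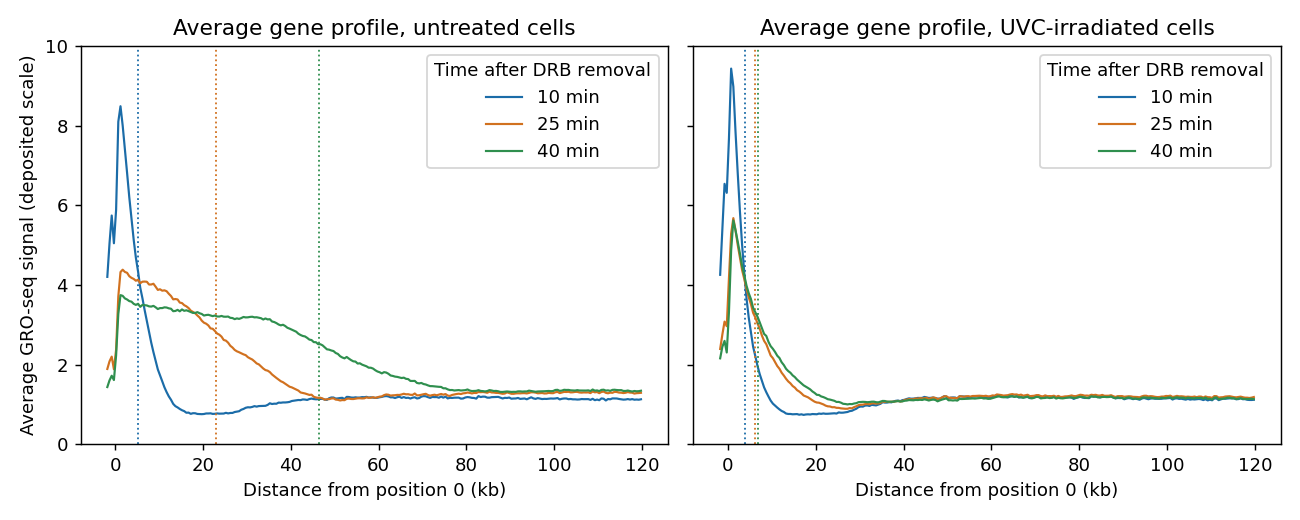
Average GRO-seq signal on the deposited scale (vertical axis) against distance from position 0 in kb (horizontal axis), in 500 bp bins, for untreated (left) and UVC-irradiated cells (right), with 1 line per library and a dotted line at each wave front. The untreated fronts lie at 5.15, 23.0 and 46.4 kb, and the irradiated fronts all lie below 6.85 kb.

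The second comparison concerned the speed of the wave. The untreated front moved at 1.38 kb per min [1.37, 1.38] over the 3 times, with 1.19 kb per min between 10 and 25 min and 1.56 kb per min between 25 and 40 min. The irradiated front moved at 0.0986 kb per min [0.0965, 0.101] over the 3 times. Its movement was 0.160 kb per min in the first interval and 0.0369 kb per min in the second. The untreated rate exceeded the irradiated rate 14.0-fold, with each front read relative to its own signal at about 2 kb. At 50% of the height neither set of points was strictly linear. The untreated front moved faster in the second interval and the irradiated front slower, in both cases by more than the bootstrap intervals. The untreated speed-up depended on the height. With the trough as background, the second movement was 1.72 and 1.23 times the first at 75% and 50% of the height. At 25% and 10% it was 0.973 and 0.986 times the first. With 3 points per treatment and 1 library per point, the slopes have no error that includes biological variation. The untreated rate moved most with the steepest fall, to 0.0315 kb per min, where the irradiated rate was 0.0062 kb per min. The irradiated rate moved most with the front read at 10% of the height above the trough, to 0.321 kb per min, where the untreated rate was 1.92 kb per min.

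**Figure D2:**
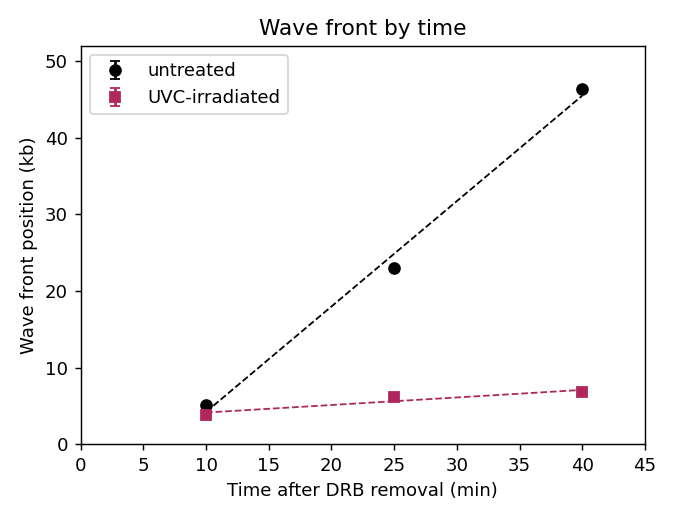
Wave front position in kb (vertical axis) against time after DRB removal in min (horizontal axis), with 1 point per library, dashed least-squares lines and bootstrap intervals that are smaller than the symbols. The untreated line rises by 1.38 kb per min and the irradiated line by 0.0986 kb per min.

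The signal of irradiated cells was next compared with that of untreated cells at the same time, window by window. At 10 min the ratio was 0.707 [0.705, 0.708] from 2 to 10 kb and 0.854 [0.851, 0.856] from 10 to 25 kb. Beyond 25 kb it was 1.03, 1.01 and 1.001 in successive windows to 100 kb. At 25 min the ratio was 0.826 [0.825, 0.827] from 2 to 10 kb, 0.401 [0.401, 0.402] from 10 to 25 kb and 0.626 [0.625, 0.627] from 25 to 50 kb. It was 1.01 from 50 to 75 kb and 0.944 from 75 to 100 kb. At 40 min the ratio was 1.005 [1.003, 1.007] from 2 to 10 kb, 0.470 [0.469, 0.470] from 10 to 25 kb and 0.370 [0.370, 0.371] from 25 to 50 kb. It was 0.651 from 50 to 75 kb and 0.873 from 75 to 100 kb. The smoothed ratio was lowest at 8.28 kb at 10 min, where the irradiated signal was 56.4% of the untreated signal. It was lowest at 23.0 kb at 25 min (33.7%) and at 27.6 kb at 40 min (31.9%). These ratios include the background, and they depend on the authors' unstated scaling. Subtracting the distal background moved them most, to a log2 ratio of -5.05 from -0.62 between 50 and 75 kb at 40 min, where little irradiated signal was left above the background. Dividing each profile by its own total moved them most among the scalings tried. The log2 ratio from 2 to 10 kb at 25 min then changed from -0.28 to 0.093, whereas that from 10 to 25 kb stayed below 0 at -0.95.

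**Figure D3:**
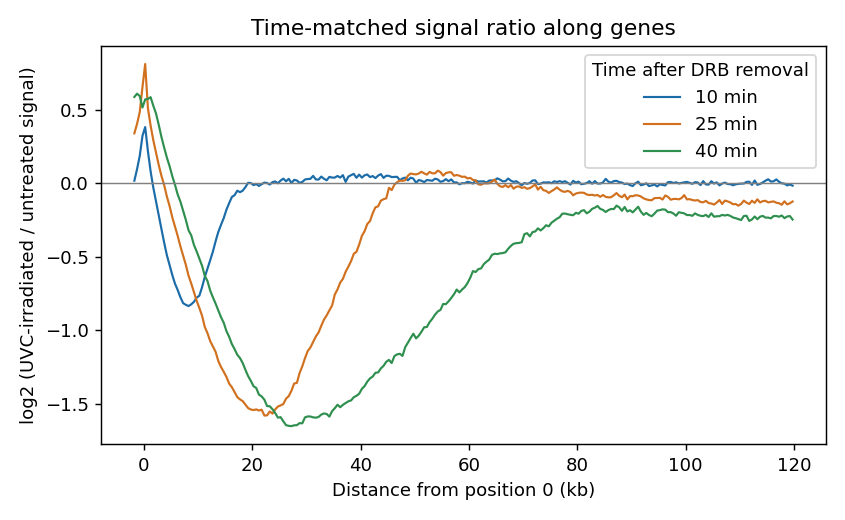
log2 ratio of irradiated to untreated signal (vertical axis) against distance from position 0 in kb (horizontal axis) in 500 bp bins, with 1 line per time. The lowest smoothed log2 values are -0.83 at 10 min, -1.57 at 25 min and -1.65 at 40 min, at 8.28, 23.0 and 27.6 kb.

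How the ratio changed with distance was measured between 2 kb and the untreated front. The slope of the log2 ratio per 10 kb was -1.76 [-1.81, -1.72] at 10 min, -0.89 [-0.90, -0.89] at 25 min and -0.36 [-0.36, -0.36] at 40 min. The distance range differs between these times, and at 10 min it holds few 1 kb bins. Over a common range from 2 to 20 kb the log2 ratio changed by -1.02 per 10 kb at 25 min and by -1.03 at 40 min. At 10 min the common range reversed the sign, to 0.34 per 10 kb; that range extends past the untreated front at 10 min. The slopes are across neighbouring bins of averaged profiles, which are not independent replicates.

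Signal at the start of genes was compared separately. From 0 to 2 kb the mean signal of untreated cells was 7.62 [7.59, 7.64] at 10 min, 3.70 [3.68, 3.71] at 25 min and 3.24 [3.23, 3.25] at 40 min. In irradiated cells it was 8.48 [8.43, 8.51], 5.13 [5.11, 5.14] and 4.79 [4.78, 4.81] at the same times. The irradiated signal was thus 1.11, 1.39 and 1.48 times the untreated signal, each larger than 1 by more than its bootstrap interval. The ratio stayed above 1 under all 4 alternatives. It moved most at 40 min on division by the profile total, to a log2 ratio of 1.17 from 0.56. Division by the total could only raise it, since the untreated total was the higher at every time. The same held for the distal background at 25 and 40 min. The highest 100 bp bin between -0.5 and 2 kb began at 1000, 1600 and 1100 bp in the untreated libraries and at 800, 1100 and 1100 bp in the irradiated ones.

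**Figure D4:**
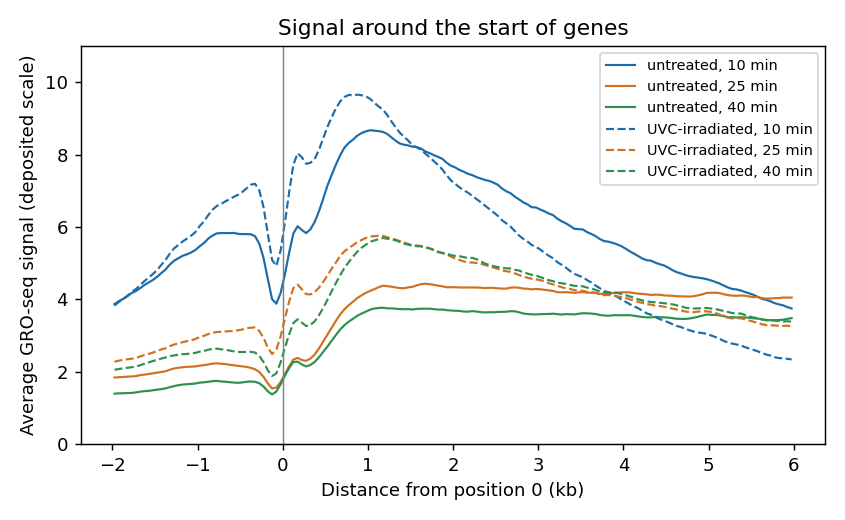
Average GRO-seq signal on the deposited scale (vertical axis) from 2 kb upstream to 6 kb downstream of position 0 (horizontal axis, kb) in 50 bp bins, with solid lines for untreated and dashed lines for irradiated libraries. The mean from 0 to 2 kb is higher in the irradiated library at each time (8.48 against 7.62, 5.13 against 3.70 and 4.79 against 3.24).

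The signal-weighted mean distance, which needs no front, was 10.8 kb [10.3, 11.4], 15.6 kb [15.5, 15.7] and 27.7 kb [27.7, 27.8] in untreated cells at 10, 25 and 40 min. In irradiated cells it was 14.7 kb [13.8, 16.0], 11.6 kb [11.1, 12.1] and 10.9 kb [10.5, 11.4]. At 10 min the irradiated value was thus the larger, opposite to the fronts. This measure counts all signal above the distal level, including signal far ahead of the wave. Restricted to positions up to the trough, a setting chosen after the data were seen, it was 5.46, 16.3 and 28.04 kb in untreated cells and 4.50, 7.41 and 7.99 kb in irradiated cells. The cut-off, each library's own trough, lay nearer to position 0 in the irradiated library at every time, which in itself can lower the irradiated values, so this order is not independent of where the wave ended.

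The distal background itself was 1.13, 1.30 and 1.35 in untreated cells at 10, 25 and 40 min, and 1.13, 1.18 and 1.15 in irradiated cells. In all 6 libraries the signal ahead of the wave fell below the distal background. The trough is the lowest point of a smoothed profile that includes the distal region. It would thus lie at or below the distal background in any library, and only its depth is informative. At 10 min the trough was 0.757 at 19.7 kb in untreated and 0.743 at 16.8 kb in irradiated cells. The trough was 67.1% of the distal background at 10 min, 85.3% at 25 min and 97.6% at 40 min in untreated cells. It was 65.8%, 75.5% and 87.6% in irradiated cells.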

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

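The tests in this part were chosen after the results they bear on had been seen, except the one on starts of neighbouring genes. The scalings and the window median that they draw on were among the alternatives fixed before the data were examined. Each group holds 1 library, so no sample was compared with others of its group.

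The ratio of irradiated to untreated signal changed sign between times in 3 windows, with bootstrap intervals that excluded 0 on both sides. None of these differences between times was tested, since each rests on 1 library per group. From 2 to 10 kb the log2 ratio was -0.50 at 10 min, -0.28 at 25 min and 0.0073 at 40 min. From 25 to 50 kb it was 0.037 at 10 min, -0.68 at 25 min and -1.43 at 40 min. From 50 to 75 kb it was 0.012 at 10 min, 0.0148 at 25 min and -0.62 at 40 min. The positive values are small. A candidate technical explanation is the scaling between libraries, because a change of the factor moves all windows of a library together. With each profile divided by its distal background, the positive log2 ratios became 0.24 (2 to 10 kb, 40 min) and 0.146 (50 to 75 kb, 25 min). The untreated distal background was the higher at both times (1.30 against 1.18 at 25 min, 1.35 against 1.15 at 40 min). This division could thus only raise these values, and it does not test whether scaling made them positive. The value from 25 to 50 kb at 10 min became 0.035, but the distal backgrounds at 10 min are nearly equal (1.128 and 1.130), so that division had no room to change it. Division by the profile total raised it to 0.102. That division also raised the values from 2 to 10 kb at 40 min (0.61) and from 50 to 75 kb at 25 min (0.38). It brought the negative 40 min value from 50 to 75 kb close to 0 (-0.013). Division by the total could only raise a ratio, since the untreated total was the higher at every time. The median over the window in place of the mean made the 40 min value from 2 to 10 kb negative (-0.047), which removed the change of sign in that window. It also made the 25 min value from 50 to 75 kb negative (-0.0088), but the 10 min value there stayed at 0.012 and the 40 min value at -0.60, so the change of sign remained. Another factor could shift any of these values past 0, so no change of sign can by itself be told apart from scaling. A factor moves all windows of a library together, however. From 10 to 40 min the log2 ratio rose from 2 to 10 kb (-0.50 to 0.0073) but fell from 25 to 50 kb (0.037 to -1.43). In these libraries, the opposite movements argue against a single factor per library as the source of both changes.

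Signal upstream of position 0 was above the distal background in all 6 libraries. The mean from -2 to 0 kb was 5.01, 2.01 and 1.59 in untreated cells at 10, 25 and 40 min, and 5.62, 2.80 and 2.38 in irradiated cells. If this were the background seen in distal positions, the upstream to distal ratio would be near 1. The lowest of the 6 ratios was 1.18, in the untreated 40 min library, and the highest was 4.98. These ratios give the size of the excess that prompted the question, so they are not a separate test of it. The upstream signal fell with time alongside the promoter-proximal signal, being 65.8%, 54.5% and 49.1% of it in untreated cells and 66.3%, 54.6% and 49.6% in irradiated cells. A second technical explanation is signal from the starts of other genes. Among 2961 annotated protein-coding genes of at least 120 kb, 17.6% of the bases from -2 to 0 kb, but 1.34% of those in the distal background region, lay within 2 kb upstream to 10 kb downstream of another protein-coding start. That is a ratio of 13.1. Over all 20113 protein-coding starts the ratio was 1.51. The observed ratios were 4.44, 1.55 and 1.18 in untreated cells at 10, 25 and 40 min and 4.98, 2.36 and 2.07 in irradiated cells. All but the untreated 40 min ratio, which is below both annotation ratios, lie between them. The annotation ratios are of shares of bases and the observed ratios are of signal, so this position carries no weight. The shares near other starts do not take the movement of the wave into account and the authors' gene set is not stated, so the upstream signal cannot be told apart from that of neighbouring genes. Whether it is on the opposite strand could not be examined, because each library has a single profile.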

How the results depend on the processing

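The intervals used to call a value changed cover only roughness along a profile and are narrow, so most values left them under most settings. Direction is the more useful guide. The irradiated front lay nearer to position 0 than the untreated one in all 29 pairs of fronts from the 10 alternative settings, and the untreated rate was the higher in all 11. The pairs and rates from the steepest fall carry little weight here. Its irradiated fronts (2.06, 2.25 and 2.24 kb) lay next to the 2 kb start of the search and could hardly lie nearer to position 0. Values are given for 10, 25 and 40 min in that order. The settings with a trough were chosen after the data were seen.

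The untreated fronts (kb) were 6.035, 23.6 and 47.1 with a running mean of 5 kb, and the irradiated ones 4.47, 7.26 and 8.07. At 25% of the height they were 7.87, 32.0 and 57.7 against 5.465, 10.1 and 11.7, and at 75% they were 3.43, 14.7 and 35.5 against 2.81, 3.67 and 3.83. Without background subtraction they were 5.98, 30.6 and 59.5 against 4.31, 8.35 and 9.13. With the maximum sought from 5 kb they were 7.76, 24.1 and 47.9 against 6.54, 9.15 and 10.04. With the trough as background they were 5.41, 23.9 and 46.7 against 3.98, 6.735 and 7.05, and at 10% of the height above it 11.2, 40.2 and 68.8 against 8.41, 16.2 and 18.03. After subtraction of the 10 min profile, which leaves 25 and 40 min, they were 28.9 and 45.7 against 16.04 and 17.8. The steepest fall gave 2.76, 25.2 and 3.70 against 2.06, 2.25 and 2.24. It placed the untreated 40 min front next to the wave maximum, so it did not order the untreated libraries by time; the cause was not tested.

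The untreated rate (kb per min) was 1.37 with a running mean of 0.5 kb, 1.66 at 25% and 1.07 at 75% of the height, 1.79 without background subtraction, 1.34 with the search from 5 kb and 1.92 at 10% above the trough. The irradiated rate was 0.2065, 0.0341, 0.1605, 0.1165 and 0.321 under the last 5 of these, 0.12 with a running mean of 5 kb and 0.102 with the trough as background. Between 10 and 25 min alone the rates were 1.19 and 0.160, and between 25 and 40 min alone 1.56 and 0.0369. The steepest fall gave 0.0315 and 0.0062. The fold difference thus depended strongly on the setting, from 5.09 to 42.3, and its size is not well determined.

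Window ratios depended on the scaling. Divided by the profile total, the log2 ratios were -0.44, 0.093 and 0.61 from 2 to 10 kb, -0.16, -0.95 and -0.48 from 10 to 25 kb, and 0.102, -0.31 and -0.83 from 25 to 50 kb. The value at 25 min from 2 to 10 kb reversed. Divided by the distal background they were -0.14 and 0.24 from 2 to 10 kb, -1.19 and -0.86 from 10 to 25 kb and -0.55 and -1.20 from 25 to 50 kb at 25 and 40 min. With that background subtracted they were -0.75, -0.35 and 0.14 from 2 to 10 kb, and -3.80 and -2.27 from 10 to 25 kb at 25 and 40 min. Subtraction left no positive mean in at least 1 of the libraries for 7 of the 15 pairs of window and time, and in both libraries for 2 of these, so the 7 have no value. From 50 to 75 kb at 40 min it gave -5.05. The window median gave -0.68, -0.33 and -0.047 from 2 to 10 kb, the last a reversal, -0.037, -1.46 and -1.18 from 10 to 25 kb, and -0.58 and -1.48 from 25 to 50 kb at 25 and 40 min. From 75 to 100 kb the sign reversed at 25 min (0.29) and 40 min (0.41) on division by the total. It also reversed at 25 min (0.048) and 40 min (0.037) on division by the distal background. At 10 min the value there, 0.0018 [-0.001, 0.004], had no clear sign. It became -0.012 on subtraction of the distal background, -0.0004 on division by it, -0.0008 with the median and 0.066 on division by the total. From 50 to 75 kb at 25 min the median reversed the sign (-0.0088).

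The promoter-proximal log2 ratio stayed above 0 in every setting. Division by the total, or by the distal background at 25 and 40 min, could only raise this ratio. It was 0.38, 0.81 and 0.57 from 0 to 0.5 kb, 0.22, 0.84 and 1.17 on division by the total, 0.38 and 0.59 at 25 and 40 min for the highest 100 bp bin, and 0.60 and 0.80 at 25 and 40 min on division by the distal background.

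The signal-weighted mean distance (kb) depended on the setting in both size and order. Without background subtraction it was 53.7, 47.4 and 48.3 in untreated and 57.5, 54.7 and 53.0 in irradiated cells. From position 0 it was 7.67, 14.6 and 26.7 against 8.37, 8.87 and 8.82, with negative values kept 5.66, 12.7 and 27.4 against 7.18, 6.58 and 8.41, and up to the trough 5.46, 16.3 and 28.04 against 4.50, 7.41 and 7.99. At 10 min the irradiated value was the larger in every setting but the last, which changes the background and the range together. Without background subtraction the irradiated value was the larger at 25 and 40 min too, a reversal of the order found with it; the cause was not tested.

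The change of the log2 ratio per 10 kb was -2.59, -3.46 and -2.75 with the distal background subtracted, over the bins left above it. From 2 to 20 kb it was 0.34, -1.02 and -1.03, and with 5 kb bins -0.95 and -0.46 at 25 and 40 min. The 10 min range was too short for 5 kb bins. For the promoter-proximal signals of single libraries and the windows beyond 50 kb, 35 values left their interval without reversing. What the read depth limits was not assessed, since the number of reads is unknown, and the missing replicates limit every comparison.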

Other observations

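The tests in this part were chosen after the patterns had been seen. Some settings that they draw on were among the alternatives fixed before the data were examined. These are the common distance range for the slopes, and division by or subtraction of the distal background. The outcomes of the test on slopes after trough subtraction and of the test on neighbouring genes were not known when their predictions were written.

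The irradiated front advanced between 10 and 25 min but little from 25 to 40 min. A wave of 1 constant, lower speed starting from position 0 at release would place the 40 min front 1.6 times as far out as the 25 min front, a ratio that a head start in distance would lower and a delay after washout would raise. With the trough as background the ratio was 1.05 at 50% of the height in irradiated cells, against 1.95 in untreated cells. At 75%, 25% and 10% of the height it was 1.02, 1.09 and 1.11 in irradiated cells and 2.33, 1.73 and 1.71 in untreated cells. A constant speed with any offset would move the front equally far in both 15 min intervals. The irradiated front moved 0.114 times as far in the second interval as in the first at 50% of the height, and 0.099, 0.186 and 0.233 times as far at 75%, 25% and 10%. In untreated cells the same 4 ratios were 1.23, 1.72, 0.973 and 0.986. With 1 library per time a difference between cultures cannot be excluded, so a constant lower speed is not ruled out. Another technical explanation is that both irradiated profiles came from the same library. Their fine structure from 80 kb on, after removal of the smoothed profile, correlated at r = 0.732 across positions, while the other 14 pairs of libraries gave 0.502 to 0.734 and 1 of them was higher than this pair. This correlation alone does not settle the question, since a library sequenced in 2 parts would also give r below 1. Such parts, if processed alike and scaled by 1 factor each, would share their shape. The ratio of the irradiated 40 min to the 25 min signal instead ranged from 0.849 [0.847, 0.852] from -2 to 0 kb to 1.17 [1.17, 1.17] from 10 to 25 kb, the lowest and highest of 7 windows and 1.38-fold apart. A library in 2 parts so processed would not give these profiles. That fine structure is shared between all libraries also means that part of the roughness behind the bootstrap intervals belongs to the averaged genes and not to sampling.

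A hypothesis is that irradiation may remove polymerases in proportion to the distance travelled. The log2 ratio would then fall by the same amount per 10 kb at both later times, but a stopped or slowed wave, whose profile hardly changes between these times, would give similar slopes too. From 2 to 20 kb the slopes were -1.02 at 25 min and -1.03 at 40 min. Background common to both treatments could have produced this near-equality, so the trough level of each library was subtracted and the slopes over the same 18 bins were taken again. They became -2.11 and -1.96, which differ by 7.50%, less than the 25% set in advance as a difference. The steepness about doubled on this subtraction. The near-equality was thus found as deposited and with the trough subtracted, over this range. The subtracted levels at 25 and 40 min were 1.11 and 1.32 in untreated cells, from troughs at 51.6 and 90.5 kb. In irradiated cells they were 0.894 and 1.01, from troughs at 26.6 and 27.6 kb. Since the levels differed between treatments, the subtraction does not test a background common to both. Up to the untreated front of each time the slopes were -0.89 and -0.36 as deposited, and -3.46 and -2.75 with the distal background subtracted, over the bins left above it. The slopes do not separate removal with distance from a stopped or slowed wave. The comparison is of 2 pairs of libraries without replicates, the untreated profile itself falls within this range at 25 min, and lesions were not measured, so this remains a hypothesis.

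The promoter-proximal excess after irradiation (log2 ratio 0.56 at 40 min) may reflect the scaling between libraries, since irradiated profiles hold less signal inside genes. Dividing by the distal background raised the log2 ratio at 40 min to 0.80. The untreated distal background was the higher (1.35 against 1.15), so this division could not have removed the excess. No spike-in or other external reference was used here, so a further factor cannot be excluded. A ratio above 1 thus cannot by itself be told apart from scaling. Such a factor moves all windows of a library together. At 10, 25 and 40 min the log2 ratio was 0.15, 0.47 and 0.56 from 0 to 2 kb. From 2 to 10 kb it was -0.50, -0.28 and 0.0073. These values argue against a single factor per library as the source of the excess relative to 2 to 10 kb.

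A lowest point at or below the distal background is found in any such profile, so its presence in all 6 libraries carries no weight. The trough ahead of the wave was deepest at 10 min (67.1% and 65.8% of the distal background). It may arise if distal positions hold more signal from the starts of other genes than positions at 15 to 25 kb do. The share of bases near another start at 15 to 25 kb was divided by that in the distal background region. Among protein-coding genes of at least 120 kb the ratio was 1.42, which is the opposite direction. Over all protein-coding starts it was 0.938, the direction of the trough. These are ratios of shares and not of signal, so their sizes cannot be set against the depth of the trough. The genes that were averaged are not stated either, so the explanation cannot be settled. The trough matters for processing because a distal background overstates the level just ahead of the wave.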
